A study of Homo sapiens with 12 samples.

How the data were processed

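Gene expression was measured by RNA sequencing in 12 libraries from 2 human ovarian cancer cell lines, CAOV3 and TOV21G. Per the labels, CAOV3 is a high grade serous line and TOV21G a clear cell line, and both are epithelial. Per the labels' protocols, each culture started from 250000 cells in medium with 10% serum (1.5 mL) and was either left untreated or exposed for 16 h to 10% ascites, added as 150 µL. Ascites is the fluid that collects in the abdomen in ovarian cancer. The labels describe no vehicle addition to the untreated wells. Each of the 4 groups held 3 libraries. Per the labels' protocols, total RNA was purified on columns with a DNase step. The library preparation kit, the aligner, the read counter, the genome build, the annotation, the strandedness of the libraries and any sequencing batch were not stated in the labels.

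The authors deposited, for each library, 1 normalised read count (a signal that is never negative) for each of 19251 genes, listed by Ensembl identifier. The values were examined to find how they were made. In each of the 12 libraries 100% of the values were whole multiples of 1 step, with deviations of at most 5.33e-05 reads, so whole read counts were recovered by dividing by that step. The reciprocals of the steps matched, to the 5 digits printed, the size factors that the DESeq2 median-of-ratios method gave on the recovered reads of all 12 libraries together. The deposited signal was therefore a read count divided by a size factor computed jointly over both lines, although no header or label records this step. The gene with the fewest reads in its highest library had 10 reads there, which is the mark of a filter applied to the list before deposit.

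The recovered reads totalled between 26697609 and 34491304 per library. At this depth 18153 to 18426 of the listed genes had at least 1 read in a given library. Gene symbols were taken from a table of gene names for 17030 identifiers and from GENCODE release 29 for 2193 more, and 28 identifiers stayed without a name. Positions are those of GENCODE release 29 on GRCh38, matched by gene identifier for 19223 genes. The build used for counting is not known, so the positions describe where the annotation places each gene and were not used in any test. Because strandedness was not stated, counts of genes that overlap another gene on either strand were treated as uncertain.

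The test had been fixed before the data were examined, on the assumption of raw counts, as the edgeR quasi-likelihood test with TMM scaling. Since the deposited values were normalised, the main test became limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend in the variance prior) on log2 of the value plus a pseudocount of 1, keeping the authors' scaling. All 12 libraries entered 1 fit with a mean per group. A gene was tested when its value was at least 10 in at least 3 libraries, which left 17616 genes. Fold changes are on the scale of log2(value + 1), which understates the change of genes with low values. The fit gave these contrasts: ascites against control in CAOV3, the same in TOV21G, the difference between those responses (TOV21G minus CAOV3, the interaction), and TOV21G controls against CAOV3 controls. P-values are two-sided and were adjusted by the Benjamini-Hochberg method within each contrast, and a gene was called at an adjusted p under 0.05. In this fit the spread of a gene is estimated over both lines, so a gene with few reads in 1 line can borrow a small spread from the other line.

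Replicates were compared before they were averaged. A chi-square test of the recovered reads was made over genes with at least 20 reads in the pair. It gave a chi-square per degree of freedom of 1.81 to 22.6 over the 12 pairs of replicates within groups. Every pair therefore differed by more than the sampling of reads, so none was a copy of another. The test covers this sampling only and cannot show that the libraries came from independent cultures. All 12 libraries were counted as replicates, as labelled.

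Gene sets were tested with camera, with the correlation between genes preset to 0.01, on the same log2 values in place of the planned voom values. The 21 lists were written before the data were examined, and the 63 tests over 3 contrasts were adjusted together. Fry, a rotation test that keeps the correlation between members, and camera with the correlation estimated per set were run beside it. The genes of all lists together held 424 symbols, of which 397 were tested. Calls among them were also counted with p-values adjusted over the list alone.

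Genes named in the text followed a rule written before the data were examined. Within each line these were the 5 called genes with the largest rise and the 5 with the largest fall whose mean TMM-scaled CPM, from the recovered reads, was at least 5 in the higher group and whose 3 ascites libraries all lay on the same side of the 3 controls. For the shared response the genes were ranked by the smaller of the changes in the lines, for the difference between the lines by the size of the interaction, with up to 5 in each direction. For each gene set called by camera the 3 members with the smallest p were named. Some genes that met these rules are not reported here. Members of the marker lists for other cell types and of a panel for line identity are given as values.

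The procedure was tested on simulated data, drawn for the real genes from the measured means, library sizes and spreads, with 200 genes changed in each line. Over 17367 genes, limma recovered 63.5% of the changed genes in CAOV3, 68% in TOV21G and 58% of those that differed between the lines. False calls made up 11.8%, 10.5% and 6.8% of its calls in these contrasts, above the intended level. Of the 17 false calls in CAOV3 and the 16 in TOV21G, 6 and 9 were at genes with values under 10 in all 6 libraries of that line. The corresponding shares of false calls were 7%, 6.1% and 6.1% for voom, 6.8%, 4.7% and 5.7% for edgeR, and 6.8%, 5.9% and 6.1% for DESeq2. Over 17616 simulated genes, camera and fry each recovered all 20 shifted sets in CAOV3 and called 0 of 200 unshifted sets. Members of these sets were not correlated, so the simulation cannot show the rate of false calls in sets with correlated members.

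The alternatives fixed before the data were examined were upper-quartile scaling, no filter and a mean CPM of at least 5 as filters, DESeq2 1.42.0, limma-voom, edgeR 4.0.16 with median-of-ratios factors, a separate fit for each line, a fit with the replicate number as a block, a log2 fold change of at least 1 in size, fry, camera with an estimated correlation, Spearman's rho, and leaving out each library in turn. The count models were run on the recovered reads. Chosen after the data were seen were TMM scaling, edgeR with TMM factors on recovered reads, pseudocounts of 0.1 and 10, a variance prior without trend, reads thinned to the smallest library, and removal of each library's trend with transcript length and GC content.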

Results

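The effect of ovarian cancer ascites on the transcriptome of ovarian cancer cell lines was measured by RNA sequencing of 12 libraries, with expression given as a normalised read count per gene. CAOV3 and TOV21G cells, labelled as ovarian cancer lines of high grade serous and clear cell type, were each represented by 3 untreated cultures and 3 cultures exposed to 10% ascites for 16 h. The 3 CAOV3 control libraries held 26697609, 28218708 and 31046290 reads, and the CAOV3 ascites libraries 28217471, 30051960 and 30258343. The TOV21G control libraries held 27526105, 27199401 and 32816973 reads, and the TOV21G ascites libraries 34491304, 33436126 and 30982733. Values below are the authors' normalised read counts, given as mean ± SD with n = 3 libraries per group. Adjusted p-values come from limma unless another test is named.

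The cell line was the main source of variation. The first principal component of the log2 values carried 95.3% of the variance and separated CAOV3 from TOV21G, while the next components carried 1.01% and 0.58%. Between the control groups, 14480 of 17616 tested genes differed, 7186 of them higher in TOV21G and 7294 lower, and for 7448 the log2 difference was at least 1 in size. This count stayed between 14020 and 14575 when 1 library was left out. Among the genes of the line identity panel, PAX8 had 19.1 ± 1.2 normalised counts in CAOV3 controls and 7032 ± 259 in TOV21G controls, and WT1 had 4.6 ± 2.1 and 228 ± 7.8. Both were thus low in the line labelled high grade serous and higher in the line labelled clear cell. The tumour types are those of the labels and were not tested with this panel. MUC16 was low in both, at 12 ± 0.8 and 6.5 ± 3.1, and did not differ (adjusted p 0.147). NAPSA, at 3.5 ± 1.1 and 8.1 ± 3.4, was below the filter for testing. ESR1 was not analysed here.

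Variation between replicates differed between the lines. The median within-group SD of log2 values was 0.056 in CAOV3, over 10193 genes, and 0.0795 in TOV21G, over 10379 genes. A single axis carried 73.6% of the variance left within groups in TOV21G and 42.5% in CAOV3. On the TOV21G axis control replicate 1 and ascites replicate 2 lay at one end, at -10.5 and -9.7, and control replicate 2 and ascites replicate 3 at the other, at 9.3 and 7.5. The nuclear transcript KCNQ1OT1 had 95.4, 656 and 234 normalised counts in the TOV21G control libraries and 731, 235 and 1511 in the ascites libraries, against 614 to 813 over the 6 CAOV3 libraries. Mitochondrially encoded genes took 1.49% to 2.71% of the normalised counts in TOV21G libraries. Both treatment groups were spread along this axis, but its scores are centred within groups and cannot show whether it was balanced over treatment. On the second principal component, not centred by group, the TOV21G controls lay at -41.4, 14.6 and -8.5. The TOV21G ascites libraries lay at 16.7, -12.5 and 31.3, so the groups overlapped, with a control lowest and an ascites library highest.

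**Figure D1:**
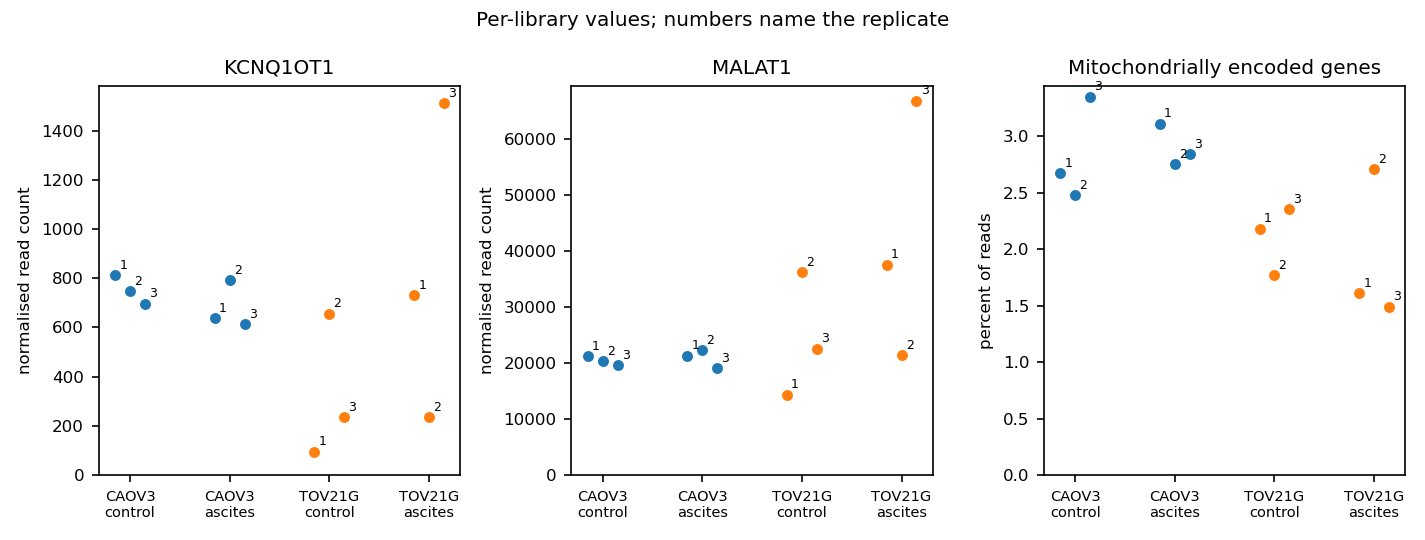
Normalised read counts of KCNQ1OT1 and MALAT1 and the percentage of counts from mitochondrially encoded genes, with 1 point per library and the replicate number beside it, for the 4 groups. In TOV21G the KCNQ1OT1 count ran from 95.4 to 656.3 in controls and from 234.5 to 1511 in ascites, while in CAOV3 it ran from 614 to 813.

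The first treatment comparison asked which transcripts differed between ascites-exposed and untreated CAOV3 cells. At an adjusted p under 0.05, 112 genes were higher and 193 lower in ascites, so 36.7% of the 305 calls were rises. At an unadjusted p under 0.05 there were 2280 genes. The changes were mostly small, with a median size of 0.37 on the log2 scale among called genes and 46 genes at a log2 fold change of at least 1 in size. For all 305 called genes the ascites libraries lay entirely above or below the controls, as they did for 24.2% of all tested genes, where chance gives 10%. Of the calls, 10 were at genes with values under 10 in all 6 CAOV3 libraries, which left 295 at higher values. The spread behind these calls was shared with the TOV21G libraries, and the CAOV3 libraries fitted alone gave 574 higher and 721 lower genes. Without ascites replicate 3 the number of higher genes was 73, and without ascites replicate 2 the number of lower genes was 97.

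The 5 largest rises among the named genes in CAOV3 were at DMBT1, FGB, NNMT, FGA and SOCS3, and each was called in every alternative that tested it and in every fit that left out 1 library. DMBT1 (ENSG00000187908, chromosome 10, 122560665 to 122643736 on the plus strand) rose from 3.88 ± 1.51 to 226 ± 48.8 normalised counts, a log2 fold change of 5.57 (SE 0.30, adjusted p 5.28e-07). The fibrinogen beta chain gene FGB (ENSG00000171564, chromosome 4, 154562956 to 154571086, plus strand) rose from 83 ± 19.4 to 1153 ± 125, a log2 fold change of 3.80 (SE 0.13, adjusted p 9.18e-09). The neighbouring fibrinogen alpha chain gene FGA (ENSG00000171560, chromosome 4, 154583126 to 154590766, minus strand) rose from 35.2 ± 6.83 to 300.4 ± 53.8, a log2 fold change of 3.06 (SE 0.15, adjusted p 2.49e-07). NNMT (ENSG00000166741, chromosome 11, 114257787 to 114313285, plus strand) rose from 37.8 ± 12.5 to 504 ± 58 (log2 fold change 3.74, SE 0.17, adjusted p 9.62e-08). It overlaps 1 gene on the opposite strand. SOCS3 (ENSG00000184557, chromosome 17, 78356778 to 78360077, minus strand) rose from 151 ± 10 to 444 ± 25 (log2 fold change 1.55, SE 0.10, adjusted p 3.78e-06).

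Large falls among the CAOV3 genes were at HR, INSIG1 and OLMALINC. HR (ENSG00000168453, chromosome 8, 22114415 to 22133384, minus strand) went from 928 ± 29.7 to 509.6 ± 44.9 normalised counts (log2 fold change -0.87, SE 0.10, adjusted p 0.00063). OLMALINC (ENSG00000235823, a long intergenic non-coding RNA on chromosome 10, 100373513 to 100454043, plus strand) went from 491 ± 46.9 to 274 ± 15.8 (log2 fold change -0.84, SE 0.12, adjusted p 0.00304), with 1 gene annotated on the opposite strand. INSIG1 was called in both lines and is given with the shared genes.

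**Figure D2:**
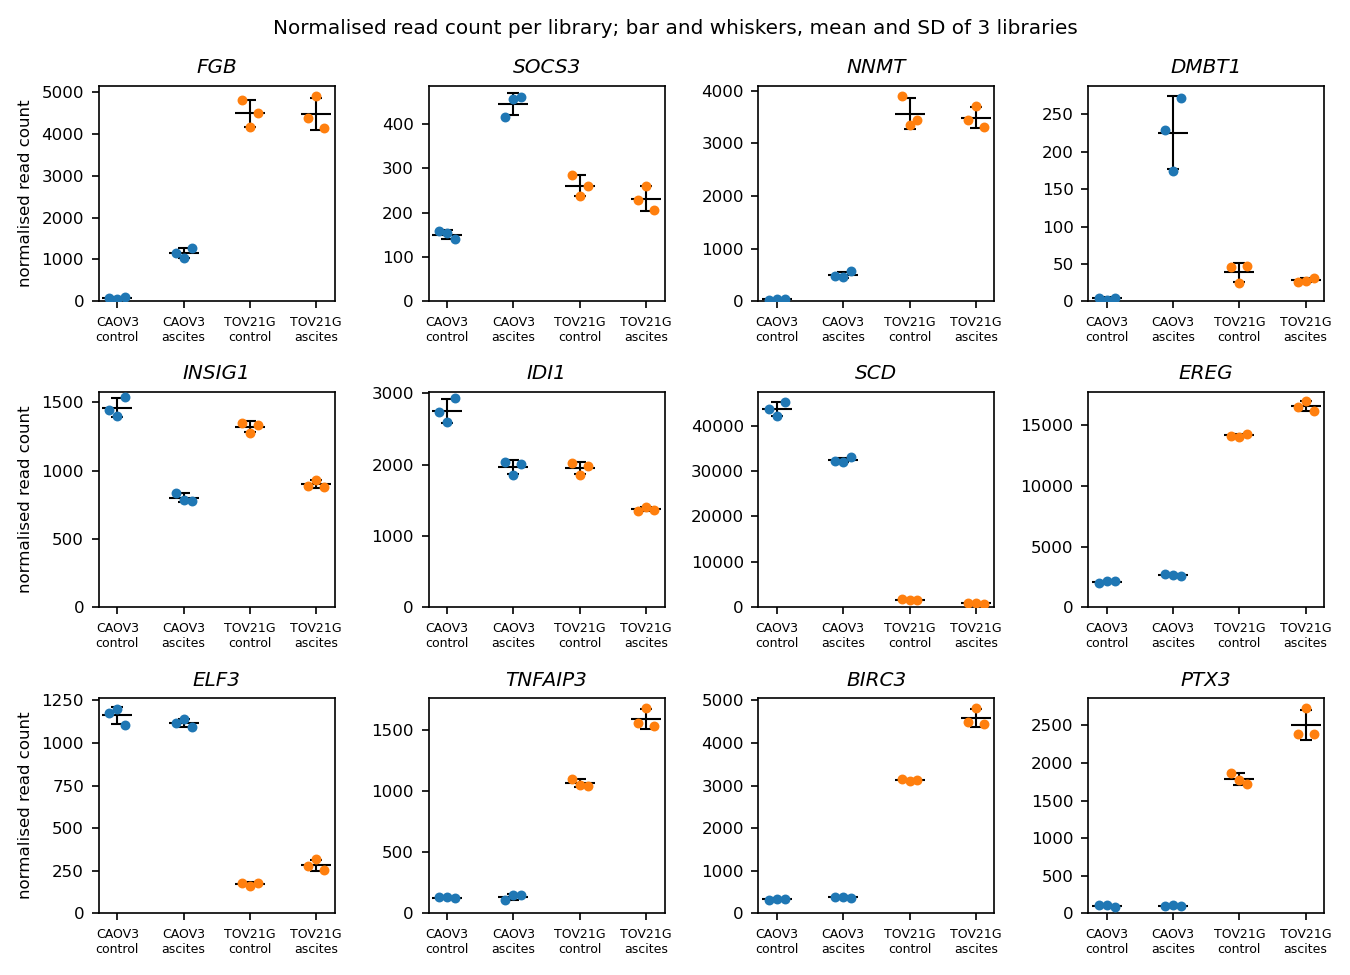
Normalised read counts (vertical axes from 0) of 12 named genes in the 4 groups, with 1 point per library and the mean and SD of 3 libraries. FGB, SOCS3, NNMT and DMBT1 were higher in CAOV3 ascites than in every CAOV3 control, while INSIG1, IDI1 and SCD were lower in ascites in both lines and EREG was higher.

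The same comparison in TOV21G gave fewer calls. There were 25 higher and 47 lower genes, so 34.7% of the 72 calls were rises, and 1615 genes passed an unadjusted p under 0.05. The median size of the change among called genes was 0.41 on the log2 scale, and 10 genes reached a log2 fold change of at least 1 in size. All 72 had non-overlapping libraries, against 11.1% of tested genes and 10% by chance. Of the calls, 7 were at values under 10 in all 6 TOV21G libraries. The libraries of this line decided the count to a large degree. Without control replicate 3 there were 8 higher and 16 lower genes, and without ascites replicate 2 there were 47 and 89.

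The named rises in TOV21G were at ELF3, RNF207, TNFAIP3, BIRC3 and PTX3, each below a log2 fold change of 1. ELF3 (ENSG00000163435, chromosome 1, 202007945 to 202017188, plus strand) rose from 174 ± 9.9 to 283 ± 32 normalised counts (log2 fold change 0.69, SE 0.08, adjusted p 0.00115). BIRC3 (ENSG00000023445, chromosome 11, 102317450 to 102339403, plus strand) rose from 3130 ± 25.9 to 4591 ± 209 (log2 fold change 0.55, SE 0.05, adjusted p 0.000493). Both were called in every fit that left out 1 library. RNF207 (ENSG00000158286, chromosome 1, 6205475 to 6221299, plus strand) rose from 396 ± 42.1 to 613 ± 95.7 (log2 fold change 0.62, SE 0.10, adjusted p 0.0182) and lost its call in 4 of the 12 fits that left out 1 library, with a highest adjusted p of 0.0718 without ascites replicate 1. TNFAIP3 (ENSG00000118503, chromosome 6, 137867188 to 137883312, plus strand) rose from 1063 ± 32.6 to 1586 ± 81.2 (log2 fold change 0.58, SE 0.10, adjusted p 0.0261). It was not called in any of the 6 fits that left out a TOV21G library, with an adjusted p of 0.116 without control replicate 3. PTX3 (ENSG00000163661, chromosome 3, 157436789 to 157443628, plus strand) rose from 1785 ± 77.8 to 2502 ± 201 (log2 fold change 0.48, SE 0.09, adjusted p 0.0387) and lost its call in 10 of the 12 fits that left out 1 library, with an adjusted p of 0.175 without control replicate 3. All of these except BIRC3 overlap at least 1 annotated gene on the opposite strand, and ELF3 also overlaps 1 on its own strand.

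Large falls in TOV21G were at SCD, SAMD11 and PMEPA1, and each was called whichever library was left out. SAMD11 (ENSG00000187634, chromosome 1, 923928 to 944581, plus strand) went from 3109 ± 125 to 1965 ± 106 normalised counts (log2 fold change -0.66, SE 0.05, adjusted p 6.11e-05). PMEPA1 (ENSG00000124225, chromosome 20, 57648392 to 57711536, minus strand) went from 858 ± 30.9 to 553 ± 60.7 (log2 fold change -0.64, SE 0.07, adjusted p 0.00115) and differed in response from CAOV3 (adjusted p 0.00664), where it did not change (log2 fold change 0.09). Each overlaps 1 gene on the opposite strand. SCD is given with the shared genes.

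The next comparison asked how far the responses of the lines had genes in common. In all, 23 genes were called in both lines, against 1.25 expected if calls in the lines were independent across genes (Fisher's exact test, odds ratio 28.7, p 2.4e-23, two-sided). Genes are not independent replicates, so this p describes the overlap of the lists. Of the 23, 22 changed the same way, 1 higher and 21 lower. With the length and GC trend removed from each library this count was 48, and without TOV21G control replicate 3 it was 10. Among the 21 lower genes were INSIG1, STARD4, IDI1, MSMO1, LIPG, SCD, SQLE, HMGCS1, IDH1, LINC02593, SREBF2, SREBF1, SAMD11, ID2, ID3, ACSL3, FDFT1, ACAT2 and MSX2. Across all tested genes the responses were close to uncorrelated, with a Pearson r of -0.0374 and a Spearman rho of -0.0645, and across the 354 genes called in either line r was 0.0159. The value of r without TOV21G control replicate 1 was 0.0083. ANKRD33B, named after its values were seen because it was the only gene called in opposite directions, went from 1552 ± 49.6 to 1347 ± 61.2 in CAOV3 (log2 fold change -0.20, adjusted p 0.0375) and from 2257 ± 76 to 2809 ± 80.3 in TOV21G (log2 fold change 0.32, adjusted p 0.0075). That count was 0 in 8 of the fits that left out 1 library, among them the fit without CAOV3 control replicate 1.

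**Figure D3:**
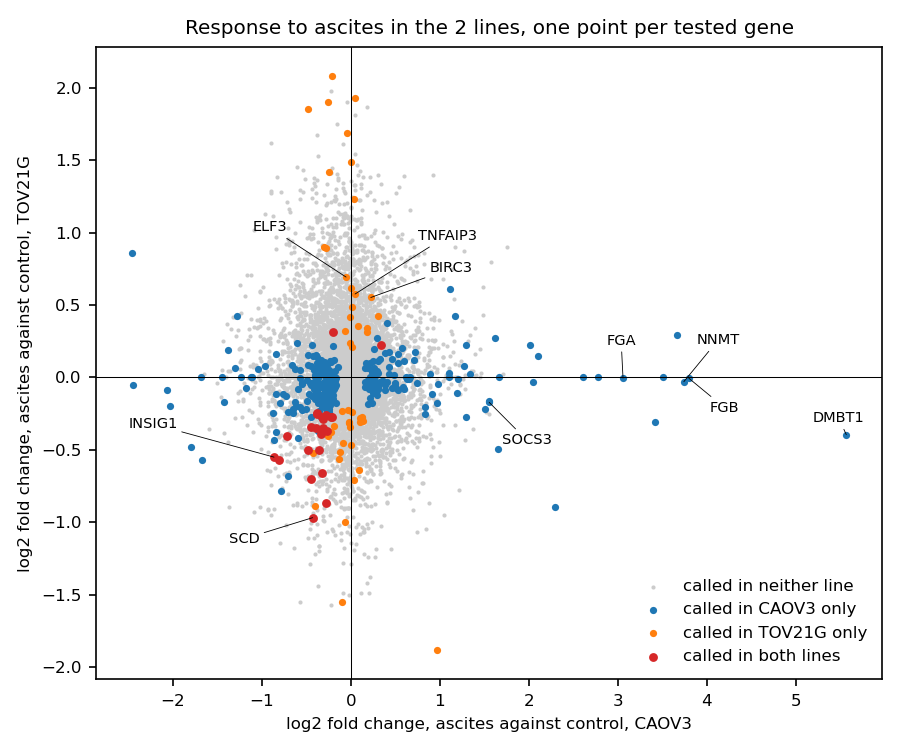
Log2 fold change, ascites against control, in CAOV3 (horizontal axis) and TOV21G (vertical axis), with 1 point for each of 17616 tested genes, coloured by the lines in which the gene was called. The 21 genes lower in both lines lie below and left of the origin, while DMBT1, FGB, NNMT and FGA lie between 3.06 and 5.57 on the CAOV3 axis with TOV21G values between -0.40 and 0.00.

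INSIG1 (ENSG00000186480, chromosome 7, 155297776 to 155310235, plus strand) fell in CAOV3 from 1460 ± 69.2 to 801 ± 33.2 normalised counts (log2 fold change -0.86, SE 0.05, adjusted p 8.27e-07) and in TOV21G from 1319 ± 40 to 901 ± 29.6 (log2 fold change -0.55, SE 0.05, adjusted p 0.000199). IDI1 (ENSG00000067064, chromosome 10, 1039152 to 1049170, minus strand, with 1 gene on the opposite strand) had log2 fold changes of -0.48 (SE 0.05, adjusted p 0.000311) and -0.50 (SE 0.05, adjusted p 0.000694). STARD4 (ENSG00000164211, chromosome 5, 111496033 to 111512590, minus strand, with 1 gene on the opposite strand) had -0.72 (SE 0.08, adjusted p 0.000293) and -0.40 (SE 0.08, adjusted p 0.0451), and in TOV21G it lost its call in 10 of 12 fits without 1 library, with an adjusted p of 0.179 without TOV21G control replicate 3. EREG (ENSG00000124882, chromosome 4, 74365143 to 74388751, plus strand), the gene higher in both lines, rose from 2102 ± 64.8 to 2662 ± 77 in CAOV3 (log2 fold change 0.34, SE 0.04, adjusted p 0.000326) and from 14170 ± 131 to 16570 ± 418 in TOV21G (log2 fold change 0.23, SE 0.04, adjusted p 0.0198). Without TOV21G control replicate 3 its adjusted p in TOV21G was 0.0857, and with TOV21G fitted alone it was 0.341.

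SCD fell in both lines by different amounts. It (ENSG00000099194, chromosome 10, 100347124 to 100364834, plus strand) fell from 43680 ± 1479 to 32400 ± 512 normalised counts in CAOV3 (log2 fold change -0.43, SE 0.05, adjusted p 0.000737) and from 1681 ± 76.8 to 859 ± 61.6 in TOV21G (log2 fold change -0.97, SE 0.05, adjusted p 2.16e-06), and the difference between the responses had an adjusted p of 0.00664.

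The interaction asked which genes responded differently in the lines. It was called for 96 genes, 42 with a higher and 54 with a lower change in TOV21G than in CAOV3, and 2091 genes passed an unadjusted p under 0.05. The log2 difference was at least 1 in size for 29. Of the 96, 73 were called in CAOV3, 17 in TOV21G and 9 in neither line. The count was 223 with the length and GC trend removed, 40 without TOV21G control replicate 3 and 146 without TOV21G ascites replicate 2. The largest negative differences were at DMBT1 (-5.96, SE 0.42, adjusted p 1.6e-05), FGB (-3.81, SE 0.19, adjusted p 7.04e-07), NNMT (-3.77, SE 0.24, adjusted p 6.48e-06) and FGA (-3.06, SE 0.21, adjusted p 1.6e-05). In TOV21G, FGB stood at 4484 ± 327 normalised counts in controls and 4468 ± 389 in ascites, and NNMT at 3563 ± 292 and 3489 ± 206. FGA stood at 468 ± 36.1 and 468 ± 54, and DMBT1 at 38.8 ± 12.7 and 28.1 ± 2.89.

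The remaining named interaction genes rested on values near 0 in the line that moved, and their fold changes depend on the pseudocount. DHRS3 (ENSG00000162496, chromosome 1, 12567910 to 12617731, minus strand, overlapping 2 genes on its strand) had 0.361 ± 0.626 and 4.63 ± 1.83 normalised counts in TOV21G control and ascites libraries, and an interaction of 2.30 (adjusted p 0.0254) that lost its call in 9 of 12 fits without 1 library, with an adjusted p of 0.0856 without CAOV3 ascites replicate 1. AGR2 (ENSG00000106541, chromosome 7, 16791811 to 16833433, minus strand) had 0 in all TOV21G controls and 3.12 ± 2.32 in ascites (interaction 2.17, adjusted p 0.0173), and lost its call in 7 of the 12 fits, with 0.0644 without CAOV3 control replicate 3. SGPP2 (ENSG00000163082, chromosome 2, 222424517 to 222560948, plus strand, overlapping 1 gene on its strand and 2 on the other) had 3.34 ± 1.14 and 10.4 ± 1.41 (interaction 1.66, adjusted p 0.0115). In CAOV3, the non-coding RNA LINC02188 (ENSG00000261175, chromosome 16, 86710122 to 86742083, plus strand, 1 gene on the opposite strand) had 3.15 ± 0.847 in controls and 0 in ascites (interaction 1.84, adjusted p 0.00635). DCDC2 (ENSG00000146038, chromosome 6, 24171756 to 24358052, minus strand, 1 gene on the opposite strand) had 1.73 ± 1.08 and 0 (interaction 1.57, adjusted p 0.037), and lost its call in 9 of 12 fits, with 0.123 without TOV21G control replicate 3. ZNF429 (ENSG00000197013, chromosome 19, 21496682 to 21556270, plus strand, overlapping 1 gene on its strand and 2 on the other) had 0 and 3.14 ± 0.123 (interaction -2.08, adjusted p 0.00329). LINC02188, DCDC2 and ZNF429 were not called by edgeR or DESeq2 on the recovered reads, where their smallest adjusted p-values were 0.0664, 0.191 and 0.0837, and DHRS3 was not called by DESeq2 (adjusted p 0.0794).

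Of 21 gene sets, camera called 7 in CAOV3, 7 in TOV21G and 5 for the difference between the lines, over 63 tests adjusted together. Fry called 4, 4 and 1 of them, and camera with the correlation estimated per set called 0 in each contrast, with a smallest adjusted p of 0.0736 and with 4, 4 and 2 sets at an unadjusted p under 0.05. The calls that held under fry were the sets of cholesterol synthesis and uptake, fatty acid synthesis and desaturation and NF-kB targets in both lines, the STAT3 and acute-phase set in CAOV3 and for the difference, and the TGF-beta targets in TOV21G. Among the 397 tested genes of the lists, 95 were called in CAOV3, 57 in TOV21G and 54 for the difference when adjusted over the list alone, against 58, 26 and 19 when adjusted over all genes tested.

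The cholesterol synthesis and uptake set was lower in ascites in both lines. In CAOV3, 24 of its 25 genes had a negative log2 fold change (median -0.27) and 14 were called lower (camera adjusted p 1.04e-21, fry 0.000512). In TOV21G, 25 of 25 were negative (median -0.27) and 12 were called lower (camera adjusted p 1.9e-26, fry 0.000512). The difference between the lines for this set had an adjusted p of 0.582. Members with small p included INSIG1 and HMGCS1 (log2 fold change -0.38) in CAOV3 and INSIG1 and SREBF2 (-0.39) in TOV21G. The fatty acid synthesis and desaturation set was lower too, with 11 of 14 genes negative in CAOV3 (camera adjusted p 1.3e-08, fry 0.00166) and 13 of 14 in TOV21G (1.3e-08, 0.00156). Its leading members were FADS2 (-0.56), FADS1 (-0.32) and SCD in CAOV3, and SCD, SREBF1 (-0.28) and MID1IP1 (-0.47) in TOV21G.

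NF-kB targets were higher in ascites in both lines. In TOV21G, 21 of 21 members were positive (median 0.31) and 3 were called, BIRC3, SOD2 (0.35) and TNFAIP3 (camera adjusted p 4.2e-16, fry 0.00162). In CAOV3, 16 of 21 were positive (median 0.14) and 3 were called, ICAM1 (1.18), IRF1 (0.53) and CXCL2 (1.11) (camera adjusted p 5.56e-05, fry 0.0271). The difference between the lines had an adjusted p of 0.0553, and of 0.0398 under TMM scaling. The STAT3 and acute-phase set was higher in CAOV3, with 14 of 17 members positive (median 0.43) and 10 called, led by FGB, FGA and SOCS3 (camera adjusted p 6.31e-16, fry 0.000248). In TOV21G, 8 of 17 were positive (median 0.00, camera adjusted p 0.787), and the difference between the lines was called by camera (adjusted p 2.78e-11) and by fry (0.000774). TGF-beta targets were lower in TOV21G, with 18 of 22 negative and PMEPA1, ID3 (-0.35) and ID2 (-0.29) leading (camera adjusted p 4.87e-08, fry 0.00942). In CAOV3 this set had an adjusted p of 0.146, and the difference between the lines, at 0.0558, did not pass the threshold. In CAOV3, 3 members were called lower and 1 higher. ID2 (-0.319) and ID3 (-0.315) were among the lower ones, so the falls of ID2 and ID3 were not particular to TOV21G.

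**Figure D4:**
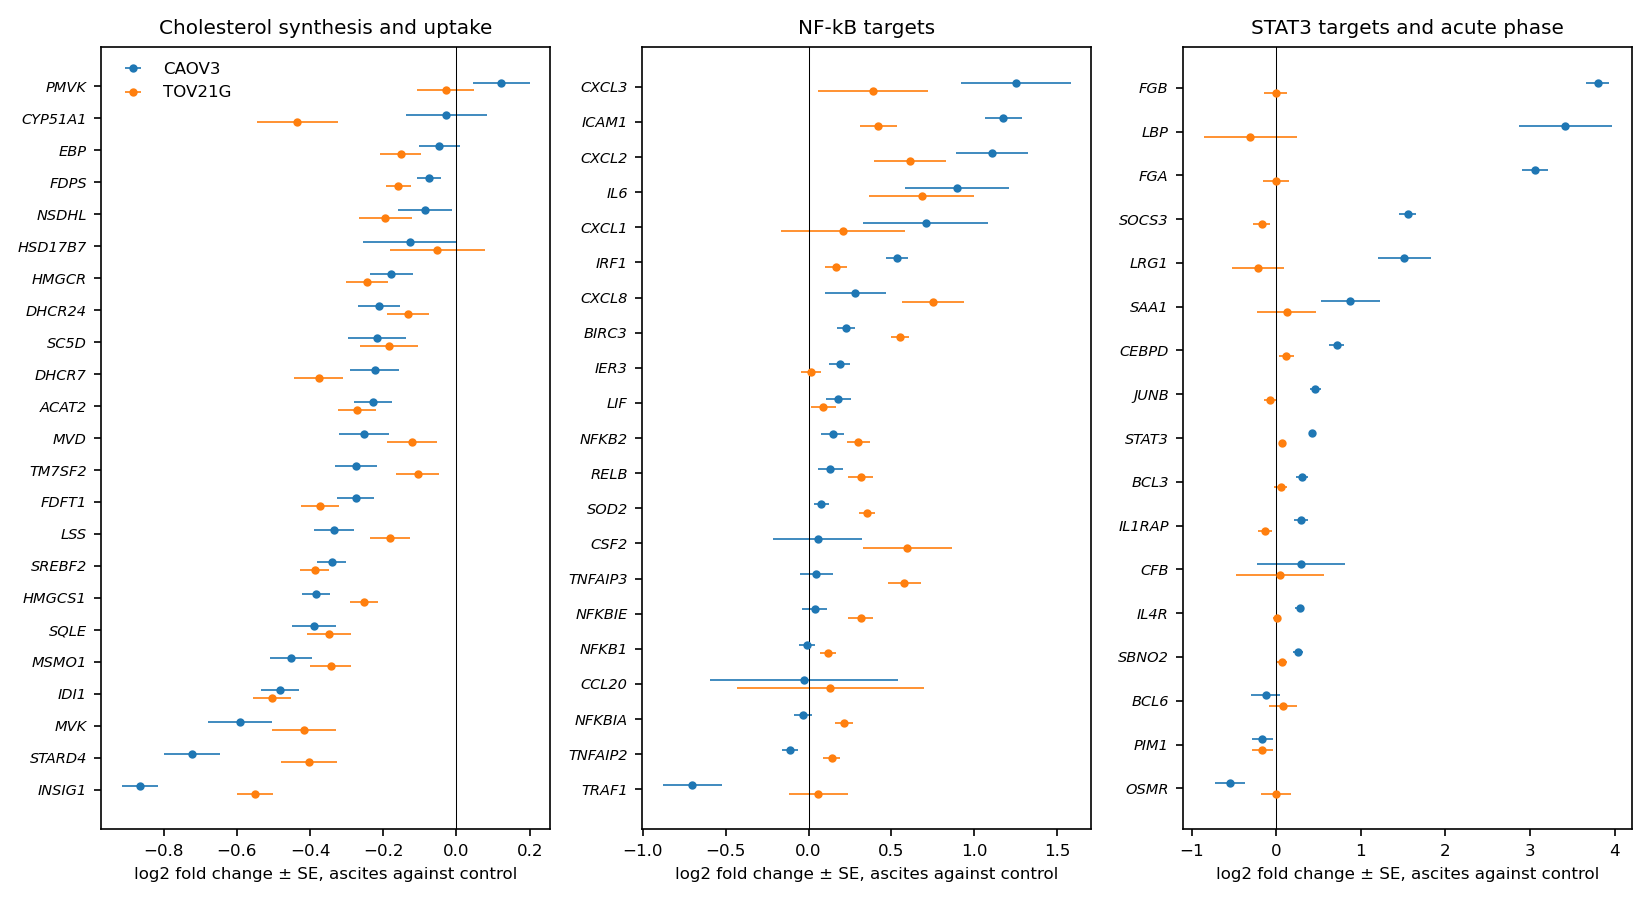
Log2 fold change, ascites against control, with SE from limma, of members of the cholesterol set (25 genes tested), the NF-kB set (21 genes) and the STAT3 and acute-phase set (17 genes) in CAOV3 and TOV21G. The cholesterol members drawn lie below 0 in both lines apart from 1 in CAOV3, and the STAT3 and acute-phase members rise to 3.80 in CAOV3 with a median of 0.43, against 0.00 in TOV21G.

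The other sets called by camera did not pass under fry. In CAOV3 these were the type 1 interferon response (adjusted p 0.0301, fry 0.184), with PARP9 (0.66), IFITM1 (0.91) and ISG15 (0.29) leading, hypoxia (0.0301, fry 0.275), with HK2 (0.33), VEGFA (0.19) and SLC2A1 (0.18), and metallothioneins (0.011, fry 0.13), with SLC30A1 (0.12), MT1E (0.49) and MT2A (0.20), all upward. Metallothionein genes are close copies of each other, so the counts of single members are uncertain. In TOV21G these were the genes promoting ferroptosis (0.0451, fry 0.283), with TFRC (-0.16), SAT1 (-0.17) and NCOA4 (-0.14), the unfolded protein response (0.0133, fry 0.297), with HERPUD1 (-0.22), MANF (-0.15) and SEC61B (-0.12), and mesenchymal markers (0.0174, fry 0.148), with SNAI1 (-0.71), TGFBI (-0.23) and SPARC (-0.50), all downward. The difference between the lines was called for the integrated stress response (0.0133, fry 0.234), the unfolded protein response (0.0327, fry 0.327), mesenchymal markers (0.00447, fry 0.13) and metallothioneins (0.009, fry 0.102), each lower in TOV21G relative to CAOV3. Each set called only in camera lost its call without 1 library in some fits, apart from the integrated stress response, mesenchymal markers and metallothioneins for the difference. The highest adjusted p-values were 0.124 for the interferon set and 0.0724 for hypoxia without CAOV3 control replicate 2, and 0.0565 for metallothioneins without CAOV3 control replicate 3. They were 0.235 for the ferroptosis set without TOV21G control replicate 1, 0.223 for the unfolded protein response in TOV21G and 0.186 for its difference without TOV21G ascites replicate 3, and 0.0822 for mesenchymal markers in TOV21G without its control replicate 3. No member of the 4 sets called for the difference was itself called for it, while 8 of 27, 3 of 17, 5 of 18 and 3 of 7 members, in that order, had an unadjusted p under 0.05. Their leading members were CHAC1 (-0.57), MTHFD2 (-0.19) and SLC3A2 (-0.26), MANF (-0.25), DNAJB11 (-0.24) and SDF2L1 (-0.27), TGFBI (-0.33), SNAI1 (-0.74) and SPARC (-0.72), and MT2A (-0.29), SLC30A1 (-0.16) and MT1E (-0.56), in the same order.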

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

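Chosen only after the result was seen were the tests of carry-over at low values in TOV21G, of the authors' scaling, of the shared spread at genes that differ between the lines, of a swapped library, of JAK1 and of correlation within sets (read from the planned fry values), the division of the calls at low values by the level in the other line, and the fits with TMM scaling, thinned reads, and the length and GC trend removed.

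The response to ascites differed between CAOV3 and TOV21G for 96 genes by the interaction term in limma. When control and ascites were reassigned within each line, 4 of 100 reassignments drawn from 200, the labelled one included, gave as many genes. The other 3 gave 206 genes, with the TOV21G labels exchanged so that the responses added, and 2419 and 270 genes, with the CAOV3 labels kept and the TOV21G libraries divided along the axis described under the other observations. The tables argue against several technical sources as the whole cause. After thinning all libraries to the total of the smallest, 26697609 reads, 81 of the 96 were still called. With the trend of each library with transcript length and GC content removed, 89 were still called. Under TMM factors in place of the authors' scaling, 96 of 96 were called. Voom, in which the precision of each value follows its own level, called 87, so a spread tied to the gene's level in the other line does not account for most of the calls. Voom still estimates the remaining spread of a gene over both lines, so it cannot exclude the sharing itself. Of the 96 genes, 6 had a level in the line that moved under 1% of the other line's level, too few for carry-over of reads between lines to account for the list. On the first principal component the lowest score of a TOV21G library was 165 and the highest of a CAOV3 library was -166, which argues against a library exchanged between the lines. A difference in biology between the lines remains a hypothesis, found and tested on the same data. Which feature of the lines it would rest on is not given by the design, since each line stands alone for its tumour type.

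Among these, 4 genes that rose in CAOV3 and were not called in TOV21G had the largest negative interactions, DMBT1 (-5.96), FGB (-3.81), NNMT (-3.77) and FGA (-3.06). All 4 were called for the difference in every alternative that tested them and without any 1 library. The interaction values over fits without 1 library ran from -6.26 to -5.67 for DMBT1 and from -3.98 to -3.65 for FGB. These genes had more reads in TOV21G controls than in CAOV3 controls. The wider list of genes higher in CAOV3 ascites was weighed in the same way. The 112 genes had a median TOV21G control level at percentile 100 of 10000 lists matched on CAOV3 level. The genes called higher when the CAOV3 libraries were fitted alone had theirs at percentile 22.1. This argues against the reading that ascites in general raised genes already abundant in TOV21G, and it is consistent with calls favoured at TOV21G-abundant genes by the shared spread. The 193 lower genes of the shared fit also lay high, at percentile 97.2, and the shared spread stays open as a source of that. Genes called lower with CAOV3 fitted alone, described under the other observations, lay at percentile 0, which that spread does not explain. The 4 genes were called by voom as well, and their rises in CAOV3 also with the CAOV3 libraries fitted alone, where no spread is shared. The shared spread therefore does not account for those rises, while their difference between the lines was not tested without it.

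Another 6 genes with large interactions rested on values near the floor. These were DHRS3 (2.30), AGR2 (2.17), LINC02188 (1.84), SGPP2 (1.66), DCDC2 (1.57) and ZNF429 (-2.08). In the line that moved, all except SGPP2 had values under 10 in all 6 libraries. Their fold changes depend on the pseudocount, and DHRS3, LINC02188, DCDC2 and ZNF429 were not called by DESeq2. Over both lines 17 calls were at values under 10 in all 6 libraries of the line, and voom called 29.4% of them. It called 3 of the 10 at genes with at least 100 normalised counts in controls of the other line and 2 of the other 7. Since voom dropped most calls in both parts, a spread borrowed from a line in which the gene is abundant is not singled out. In the simulation limma made 6 false calls in CAOV3 and 9 in TOV21G at such values, and voom 1 and 2. False calls by the main test are therefore a possible source of these calls, which stays open. For genes abundant in CAOV3 and called higher at low values in TOV21G ascites (AGR2, DHRS3, SGPP2, NRG4 and FAM241A), carry-over of CAOV3 material was also tested. In the 50 most abundant CAOV3-only genes, picked by level, the excess in TOV21G ascites over control had a median of 0.00882% of the CAOV3 level and ranged from -0.108% to 0.267%. The 5 called genes had between 0.0274% and 0.785%, but they were picked by their rise and lie near the floor, so a larger excess in them decides nothing. AGR2 and FAM241A belong to both lists. Carry-over and a real change at this level both stay open for the 5 genes.

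For the STAT3 and acute-phase set the difference between the lines had an adjusted p of 2.78e-11 by camera. Fry, which keeps the correlation between members but asks only whether they differ, not whether they differ more than other genes, gave 0.000774. Camera with the correlation estimated per set gave 0.106, so correlation between members stays open as a source of the small camera p. Cells or RNA carried in with the ascites would raise markers of other cell types in both lines. Of 35 marker genes of leukocytes, erythrocytes, platelets, fibroblasts and mesothelium, 15 were analysed here and 14 tested, and 0 were called higher in both lines or in either, also 0 at an unadjusted p under 0.05. Of the 15, 4 were leukocyte, 1 platelet, 5 fibroblast and 5 mesothelial genes. All 14 tested genes had a mean of 10 or more normalised counts in controls of at least 1 line. LYZ and COL3A1, abundant in the cells they mark, were at 0 in all 6 TOV21G libraries. The fibroblast gene LUM was at 0 in TOV21G controls and at 1.7 ± 2.9 in TOV21G ascites, and was not called (adjusted p 0.616). Absence of the members from TOV21G was also tested. With the 16 of 17 members that had a mean of at least 10 in TOV21G, the difference had a camera p of 2.36e-11, and the median log2 fold change was 0.37 in CAOV3 and 0.00 in TOV21G.

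Receptor and kinase levels leave that difference open. IL6R in TOV21G controls was at 20.1% of its CAOV3 control level, at 66.6 against 331 normalised counts, while IL6ST was at 254%. The test had set 10% as low and 50% as not low, and IL6R fell between them. JAK1 was at 7.42%, 196 against 2640 normalised counts. A low JAK1 would also weaken the interferon response. The interferon set was called higher by camera in CAOV3 (adjusted p 0.0301, with 4 members called, fry 0.184) and not in TOV21G (0.322, with 0 called). As a set it did not differ between the lines (0.301), though 2 members, IFITM1 and PARP9, were called for the difference, both lower in TOV21G. These values go both ways for JAK1, and whether the fluid carried interferon is not known. OSMR (2.1 in CAOV3 and 3882 in TOV21G) and STAT3 (1806 and 7532) were higher in TOV21G. Whether a lower IL6R or a lower JAK1 is the source cannot be told apart from other differences between the lines, since each line differs in both and in 14480 genes altogether. A weaker response to IL-6-type signals in TOV21G remains a candidate explanation, with no test of the signal itself in these data. The level of the members before exposure also differed. FGB and CEBPD stood at 4484 and 1320 in TOV21G controls, above their 1153 and 163 in CAOV3 ascites. SOCS3 and JUNB, at 261 and 2354, stood below their 444 and 3167. Whether members already high in untreated TOV21G had less room to rise was not tested.

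The other 4 sets that differed between the lines by camera were the integrated stress response (adjusted p 0.0133), the unfolded protein response (0.0327), mesenchymal markers (0.00447) and metallothioneins (0.009). Their smallest adjusted p under fry was 0.102, so these calls may come from correlation between members beyond the preset value. The unfolded protein response also lost its call in 6 of 12 fits without 1 library, with an adjusted p of 0.186 without TOV21G ascites replicate 3. No member of these sets was called for the difference, though between 3 of 17 and 3 of 7 members had an unadjusted p under 0.05.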

How the results depend on the processing

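Chosen only after the data were seen were TMM scaling, edgeR with TMM factors on recovered reads, pseudocounts of 0.1 and 10, the variance prior without trend, thinned reads, and the removal of length and GC trends. The main analysis gave 112 higher and 193 lower genes in CAOV3 ascites, 25 higher and 47 lower in TOV21G ascites, 96 interaction genes, 22 changed the same way in both lines and 1 changed in opposite ways. Where 6 counts are listed they follow that order up to the genes changed the same way. Apart from such lists, a count is given where it moved by more than 1.5 times. Unless said otherwise, the cause was not tested.

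Upper-quartile scaling gave 193 higher genes in CAOV3, 39 higher in TOV21G and 154 interaction genes. TMM scaling gave 171 higher genes in CAOV3, 39 higher in TOV21G and 2 changed in opposite ways. Under TMM, 296 of the 305 CAOV3 genes, 71 of the 72 TOV21G genes and 96 of the 96 interaction genes were still called. The share of rises moved from 36.7% to 43.8% and 42.6% in CAOV3 and from 34.7% to 40.2% and 40.6% in TOV21G.

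Count models on the recovered reads called more genes. DESeq2 gave 188, 319, 53, 98, 210 and 40, with 2 opposite. Voom gave 242 higher and 342 lower genes in CAOV3, 56 higher and 71 lower in TOV21G, 36 changed the same way and 3 opposite. EdgeR with TMM factors, the test first fixed, gave 202 higher and 309 lower genes in CAOV3, 51 higher in TOV21G, 148 interaction genes and 36 changed the same way. EdgeR with median-of-ratios factors gave 137, 263, 36, 58, 119 and 28, all within 1.5 times. Of the main calls, edgeR with TMM factors shared 277 in CAOV3, 58 in TOV21G and 82 for the interaction.

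With each line fitted alone there were 574 higher and 721 lower genes in CAOV3 but 10 and 12 in TOV21G, 9 changed the same way and 0 opposite. Listed genes called in CAOV3 over the list alone were 148 against 95. Both shifts come with a spread estimated in 1 line, which was 0.056 in CAOV3 and 0.0795 in TOV21G as a median SD. Requiring a log2 fold change of at least 1 in size left 29, 17, 8, 2, 29 and 0 genes, with 0 opposite and 7448 line differences in controls, by construction. Without a trend in the variance prior, 27 genes were lower in TOV21G, with 56 interaction genes, 9 changed the same way and 2 opposite. Thinned reads left 0 opposite genes.

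With the length and GC trend removed the counts were 351, 346, 66, 81, 223 and 48, with 7 opposite and 83 listed interaction genes against 54. The share of rises in CAOV3 became 50.4%. Of the main calls 293, 66 and 89 were still made. No filter, a mean CPM of at least 5 and pseudocounts of 0.1 and 10 kept all counts within 1.5 times. The correlation across genes stayed between -0.0645 and -0.0286 over these settings, and line differences in controls between 9811 and 15203 apart from the fold change threshold.

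Replicate numbers did not pair the samples. Over 11886 genes, same-numbered control and ascites libraries deviated together with r of -0.07, 0.06 and 0.01 in CAOV3 and -0.16, -0.42 and 0.07 in TOV21G. With the replicate number as a block there were 49, 67, 5, 8, 9 and 5 genes and 0 opposite, 3 interaction sets and 31 listed interaction genes, with fewer degrees of freedom. ELF3 in TOV21G lost its call under this block alone, apart from the fold change threshold.

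Over the 12 fits that each left out 1 library, genes higher in CAOV3 ranged from 73, without CAOV3 ascites replicate 3, to 128, and lower genes from 97, without CAOV3 ascites replicate 2, to 217. In TOV21G higher genes ranged from 8 to 47 and lower genes from 16 to 89. Interaction genes ranged from 40 to 146, genes changed the same way from 10 to 31 and interaction sets from 4, without CAOV3 control replicate 1, to 8. These 4 gene counts were lowest without TOV21G control replicate 3 and highest without TOV21G ascites replicate 2, which was also left out for the 8 sets. Opposite genes ranged from 0 to 2. The correlation ranged from -0.0615 to 0.0083, the latter without TOV21G control replicate 1. Line differences in controls ranged from 14020 to 14575.

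Fry called 4, 4 and 1 sets in CAOV3, TOV21G and for the interaction, and camera with the correlation estimated per set called 0, 0 and 0, against 7, 7 and 5. At an unadjusted p under 0.05 the latter had 4, 4 and 2. The planned median-of-ratios scaling of the sets equals the main scaling and gave no separate value. Of the single sets, 19 results over 76 other settings kept the call in 41 and lost it in 35, and over 228 fits without 1 library kept it in 201 and lost it in 27. Under TMM scaling the ferroptosis set lost its TOV21G call (adjusted p 0.0548), YAP and TEAD targets were called in TOV21G (0.0398 against 0.0693), and NF-kB targets and hypoxia, both at 0.0398, were called for the interaction.

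For the 38 results at genes chosen by the naming rule, 529 of 595 values under other settings kept their call and 66 lost it, and without 1 library 398 of 456 kept it and 58 lost it. None reversed. The calls lost apart from the block, the fold change threshold and the fits without 1 library were these, with adjusted p-values. With TOV21G fitted alone, RNF207 (0.112) and EREG (0.341) lost their TOV21G calls. Without the trend in the variance prior, RNF207 (0.075), EREG (0.077), TNFAIP3 (0.0798), PTX3 (0.112) and STARD4 (0.124) lost theirs in TOV21G, and DCDC2 (0.0669), AGR2 (0.0688) and DHRS3 (0.0707) lost their interaction calls. STARD4 in TOV21G lost its call under upper-quartile (0.0681) and TMM scaling (0.0741). A pseudocount of 0.1 removed the TOV21G calls of PTX3 (0.057) and STARD4 (0.0602) and the interaction call of DHRS3 (0.133), and a pseudocount of 10 the interaction calls of DCDC2 (0.197), ZNF429 (0.324) and LINC02188 (0.557). With thinned reads PTX3 (0.0526) and STARD4 (0.064) lost their TOV21G calls and DCDC2 (0.0587) its interaction call. Under DESeq2, DHRS3 (0.0794), ZNF429 (0.0842), LINC02188 (0.101) and DCDC2 (0.233) lost their interaction calls. LINC02188, ZNF429 and DCDC2 also lost theirs under edgeR with either factors, at 0.0664 to 0.209, and DCDC2 under voom (0.0763).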

Other observations

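Chosen only after the result was seen were the test of CAOV3-higher genes against matched lists, with the lists from voom, and the fits with thinned reads and with the length and GC trend removed. The gene values weighed for exchanged labels within TOV21G were also chosen then.

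With the libraries of a line divided 3 against 3 in every way, the labelled split of CAOV3 was the only 1 of 10 to give as many genes (305), and the others gave at most 6. With 10 splits the share cannot fall below 0.1. For the controls of both lines the split by line was likewise 1 of 10, with 14480 genes. In TOV21G, 2 of 10 splits gave at least the 72 genes of the labelled split. The other set control replicates 1 and 3 and ascites replicate 2 against the remaining libraries and gave 2406 genes. That split follows the within-group axis of this line. Exchanged labels of control and ascites replicate 2 would also produce it. In those libraries, in that order, INSIG1 had 1273.8 and 934.5 normalised counts and IDI1 1857.8 and 1408.8. SCD had 1607.2 and 868.1, and STARD4 832.4 and 602.6. Each value of these genes, which also fell in CAOV3, lay nearer its labelled group, which argues against an exchange. KCNQ1OT1, at 656.3 and 234.5, lay nearer the opposite groups. For the count of genes changed the same way in both lines, 2 of 100 reassignments drawn from 200, the labelled one included, gave at least 22. The other gave 79 genes and combined the labelled CAOV3 split with the same TOV21G axis. The correlation of the responses across genes was no farther from 0 than by reassignment, since 31 of 100 gave a value as far from 0 as -0.0374.

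The axis within TOV21G groups was set against transcript properties. Its gene loadings followed transcript length with a Spearman rho of 0.565 and GC content with a rho of -0.308, across genes, which are not independent replicates. In CAOV3 the rho values were 0.316 and -0.416 on an axis that carried less of the variance. A difference between libraries in RNA quality, nuclear content or preparation that acts by length and GC content may therefore underlie the axis. The labels give no batch against which this could be checked, and no biological explanation was tested. After the length and GC trend was removed from each library, the split along the axis still gave 934 genes, against 147 for the labels. Whether these genes reflect a remaining part of the trend or a part of the axis unrelated to length and GC content was not tested.

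Fewer genes were called in TOV21G than in CAOV3. With the length and GC trend removed TOV21G gave 147 and CAOV3 697, and with reads thinned to the smallest library TOV21G gave 59 and CAOV3 293. Neither depth nor this trend, as far as it was removed, accounts for the whole gap. In the fit over both lines every gene has the same SE in either line, so the larger within-group SD of TOV21G does not widen the SE of its responses there. In the simulation limma recovered 68% of the changed genes in TOV21G and 63.5% in CAOV3. It drew each gene with the same spread in both lines, so it cannot show what the larger spread of TOV21G does to the count. A weaker response of the line stays open and was not tested separately.

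The 112 genes called higher in CAOV3 ascites had a median log2 level of 10.6 in TOV21G controls, against 9.33 in lists matched on CAOV3 control level, at percentile 100 of 10000 such lists. Taken alone this would fit genes raised towards the level of TOV21G. The 193 lower genes also lay high, at percentile 97.2. Genes called higher by voom lay at percentile 5.8, and genes called higher with CAOV3 fitted alone at percentile 22.1. For the higher genes the pattern is therefore in line with the shared spread favouring calls at genes abundant in TOV21G. Genes called lower with CAOV3 fitted alone lay at percentile 0, with a median of 9.80 against 10.31. Their low level in TOV21G goes with a fall towards the TOV21G level, is not explained by the shared spread, and was not tested further. That all these lists had to be weighed was decided after the first percentile was seen.

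Sterol synthesis genes fell in both lines. If the fluid loaded cells with sterol, oxysterols could raise the targets of the receptor LXR. Over 8 tested targets the set was not higher in either line. Its camera p was 0.0622 in CAOV3 and 0.271 in TOV21G, both downward, with medians of -0.05 and -0.02 on the log2 scale. Fry gave 0.00147 and 0.0226, also downward, and SREBF1, itself a sterol-regulated gene, was the only called member. The members go both ways around 0, so sterol loading of the cells is neither shown nor excluded by this test, and the lipid content of the fluid was not measured.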
